# Subacute Toxicity Study of Nicotinamide Mononucleotide via Oral Administration

**DOI:** 10.3389/fphar.2020.604404

**Published:** 2020-12-15

**Authors:** Yingnan You, Yang Gao, Han Wang, Jingshu Li, Xiang Zhang, Zhengjiang Zhu, Nan Liu

**Keywords:** nicotinamide mononucleotide, subacute toxicity, mice, beagle dogs, oral administration

## Abstract

Nicotinamide mononucleotide (NMN), a key precursory metabolite of NAD^+^, has been shown to elevate the cellular level of NAD^+^ and ameliorate various age-related diseases. Despite these progresses, systemic evaluation pertaining to the subacute toxicity of NMN remains to be determined. Here, we examine the subacute toxicity of NMN in mice and beagle dogs. Mice were gavaged with a saturated concentration of NMN solution at the maximum intragastric dose once or twice per day for 7 days. Dogs were gavaged twice per day for 14 days. In mice, NMN administrated once per day for 7 days is well tolerated with minimal deleterious effects. Upon higher dosage, we observe slightly increased level of alamine aminotransferase, while other biomarkers remain unchanged. Consistently, administration of NMN in beagle dogs only results in mild increases in creatinine and uric acid. Together, our study highlights the safety of NMN, providing a possible safe dose range for oral administration of NMN.

## Introduction

Aging is characterized by the progressive decline in cellular and organismal functions that lead to reduction of fitness and increased risks to diseases and death (Lopez-Otin et al., 2013). Decline in metabolic homeostasis represent a prominent hallmark of aging (Lopez-Otin et al., 2016). NAD^+^ is the dominant metabolite for cells, which is essentially involved in a wide-range of biological processes (Braidy et al., 2019). In rodents and humans, studies have revealed that the NAD^+^ level declines with age in critical organs, such as heart (Braidy et al., 2011), pancreas (Yoshino et al., 2011), adipose tissue (Yoshino et al., 2011), skeletal muscle (Yoshino et al., 2011), liver (Yoshino et al., 2011), skin (Massudi et al., 2012), and brain (Zhu et al., 2015). Importantly, it has been demonstrated that increasing cellular of NAD^+^ extends lifespan in yeast (Anderson et al., 2002), worms (Mouchiroud et al., 2013), flies (Balan et al., 2008) and mice (Zhang et al., 2016). Thus, enhancing NAD^+^ biosynthesis by pharmaceutical approach is expected to provide preventive effects on various pathophysiological changes associated with disease as well as during the natural process of aging.

Nicotinamide mononucleotide (NMN), a key precursor metabolite for NAD^+^ biogenesis, could be such a candidate (Partridge et al., 2020). Notably, administration of NMN has been reported to have remarkable therapeutic effects on age-related diseases. For examples, NMN maintains the neural stem/progenitor cell population (Stein and Imai, 2014), restores skeletal muscle mitochondrial function (Gomes et al., 2013), arterial function (de Picciotto et al., 2016), and ameliorates cognitive function (Kiss et al., 2019) in aged and diseased mouse models.

Mounting evidence associates the exogenously administered NMN with improved adult fitness, For instance, it is reported that long-term administration of NMN could mitigate age-associated physiological decline in mice (Mills et al., 2016) and short-term administration of NMN could induce similar reversal of the glucose intolerance induced by obesity (Uddin et al., 2016). But the proper dosage of NMN is only beginning to be investigated. Mouse models have routinely used the NMN dosage of 500 mg/kg/d, which have thus far been safe (Yoshino et al., 2018). Moreover, a preliminarily report has shown that the single oral administration of 100, 250, and 500 mg NMN per day appear to be safe in healthy human subjects (Irie et al., 2020). Despite these progresses, systemic evaluation regarding the subacute toxicity of NMN remain to be determined. In the present research, we examine the subacute toxicity of NMN in mice and beagle dogs. Mice were gavaged with saturated concentration of NMN solution at the maximum intragastric dose once or twice per day for 7 days. Dogs were gavaged twice per day with 10 ml saturated concentration of NMN solution for 14 days. We subsequently assess the hepatotoxicity and nephrotoxicity of animals following NMN treatment. Despite high-intake of NMN employed throughout this study, our data indicates that oral administration of NMN has minor adverse effects on animals.

## Materials and Methods

### Ethics Statement

All animal procedures have been reviewed and approved by the Institutional Animal Care and Use Committee at Chinese Academy of Sciences and are in accordance with the Guide for the Care and Use of Laboratory Animals of Chinese Academy of Sciences. All efforts were made to minimize the suffering of the animals.

### Animal Experimentation

The subacute toxicity was tested in healthy male C57BL6J mice aged 8 weeks with weight between 20 and 30 g. NMN was supplied from Shokou Life Tech (Shokou, Japan) and dissolved in sterile water. Mice were randomly divided into four groups: mice gavaged with water once daily; mice gavaged with NMN once daily; mice gavaged with water twice daily; and mice gavaged with NMN twice daily. three to five mice were in each group. Blood was collected via cardiac puncture. After collection of the whole blood, allow the blood to clot by leaving it undisturbed at room temperature. Remove the clot by centrifuging at 3000 g for 15 min at 4 °C. The resulting supernatant is designated serum. Liver and kidney were collected after NMN administration.

10 beagle dogs aged 4 years with weight between 9 and 11 kg were randomly divided into two groups: dogs were gavaged twice per day each with 10 ml water and dogs were gavaged twice per day each with 10 ml NMN; serum was collected before and after NMN administration.

### General Observation

Cage-side examinations for apparent signs (behavior, mental status, gland secretion, respiration status, feces characters, genitals, and death) of toxicity or injury were conducted once a day after daily drug exposure.

### Histopathological Evaluations

Kidney and liver were harvested and immersed in fixative (4% paraformaldehyde). Tissues were dehydrated by ethanol solution in serial concentrations, cleared with xylene and embedded with paraffin. Paraffin blocks were sectioned with microtome into 5 μm thickness and each tissue section was stained with hematoxylin and eosin followed by microscopic examination by light microscope (Nikon Ds-Ri2).

### PolyA-Selected mRNA-Seq

RNA isolation was followed in accordance with manufacturer’s instruction (Takara Bio, Japan). RNA was re-suspended in DEPC-treated RNase free water (Invitrogen, United States). TURBO DNA free kit was used to remove residual DNA contamination according to manufacturer’s instruction (Invitrogen, United States). A concentration of 1 μg of total RNA was used to generate sequencing library using Vazyme VAHTS mRNA-seq v3 library Prep Kit for Illumina. The library quality was checked by Bioanalyzer 2,100 (Agilent, United States). The quantification was performed by qRT-PCR with a reference to a standard library. The libraries were pooled together in equimolar amounts to a final 2 nM concentration. The normalized libraries were denatured with 0.1 M NaOH (Sigma, United States). Pooled denature libraries were sequenced on the Illumina NextSeq 550 or Illumina Hiseq Xten. Sequencing reads were mapped to the reference genome mm19 with STAR by default parameter. The read counts for each gene were calculated by HTSEQ_COUNT (version 0.11.0.) with parameters “-m intersection-strict -s no.” The count files were used as input to R package DESeq2 (version 1.24.0.) for normalization.

### Serum Biochemistry Evaluation

Serum was analyzed for the function of liver, function of kidney, insulin and blood lipids using automatic hematology analyzer (Beckman AU5811). Biochemistry and hematological analyses were performed in ADICON clinical laboratories (Shanghai, China).

### NAM Measurements of Serum

400 μL MeOH and 400 μL ACN were added to 100 μL serum. Incubated for 1 h at −20 °C, centrifuged for 15 min at 13,000 rpm and 4 °C. Took the supernatant and evaporated to dryness at 4 °C. Reconstituted with 100 μL ACN/H2O (volume/volume, 1:1), vortexed for 30 s, sonicated for 10 min (4 °C water bath). Centrifuged for 15 min at 13,000 rpm and 4 °C. Supernatants were analyzed by LC-MS. The LC–MS analysis was performed using an UHPLC system (1,290 series, Agilent Technologies) coupled to a triple quadrupole mass spectrometer (Agilent 6,495 QqQ, Agilent Technologies). Chromatographic separation was performed on the Merck ZIC-pHILIC column (100 × 2.1 mm, 5 μm). The column was maintained at room temperature, and the flow rate was 0.2 ml/min. Mobile phase A was 100% H2O, 25 mM CH3COONH4, and 25 mM NH4OH, and mobile phase B was 100% acetonitrile. The column was eluted with a linear gradient system (B %): 0 min, 80%; 1 min, 80%; 3 min, 65%; 7 min, 50%; 7.1, 20%; 9.5 min, 20%; 9.6 min, 80%; 13 min, 80%. Optimized MRM transition 123.1/53.1 in positive mode was utilized for quantifying NAM.

### NAD^+^ Measurements of Liver

Assays were assembled according to the instruction of manufacturers (Beyotime, China).

### Statistical Analysis

Data were calculated and analyzed with Graph Pad Prism version 8.1.1 (Prizm, United States). All values were presented as mean ± standard error and calculated using an unpaired Student t-test.

## Results

### Oral Administration of NMN Substantially Increases Tissue NAD^+^ Levels With Minimal Adverse Effects

To evaluate the subacute toxicity of NMN, we treated 8-week-old male mice with a saturated concentration of NMN solution (67 mg/ml) at the maximum intragastric dose (20 ml/kg). After 24 h of NMN supplementation, all animals remained alive and exhibited no difference in fur and eye color. Compared to control animals, NMN-treated mice had similar locomotion activity with no occurrence of piloerection and diarrhea. Following the same NMN feeding scheme, we gavaged the mice once per day (1,340 mg/kg/d) for a week (Figure 1A). After 7 days of NMN administration, animals were viable with no obvious behavioral and morphological deficits. The body weight from NMN-treated mice was decreased compared to control animals (Figure 2A). Similarly, the ratio between liver and body weight was also decreased upon NMN treatment (Figure 2B).

**FIGURE 1:**
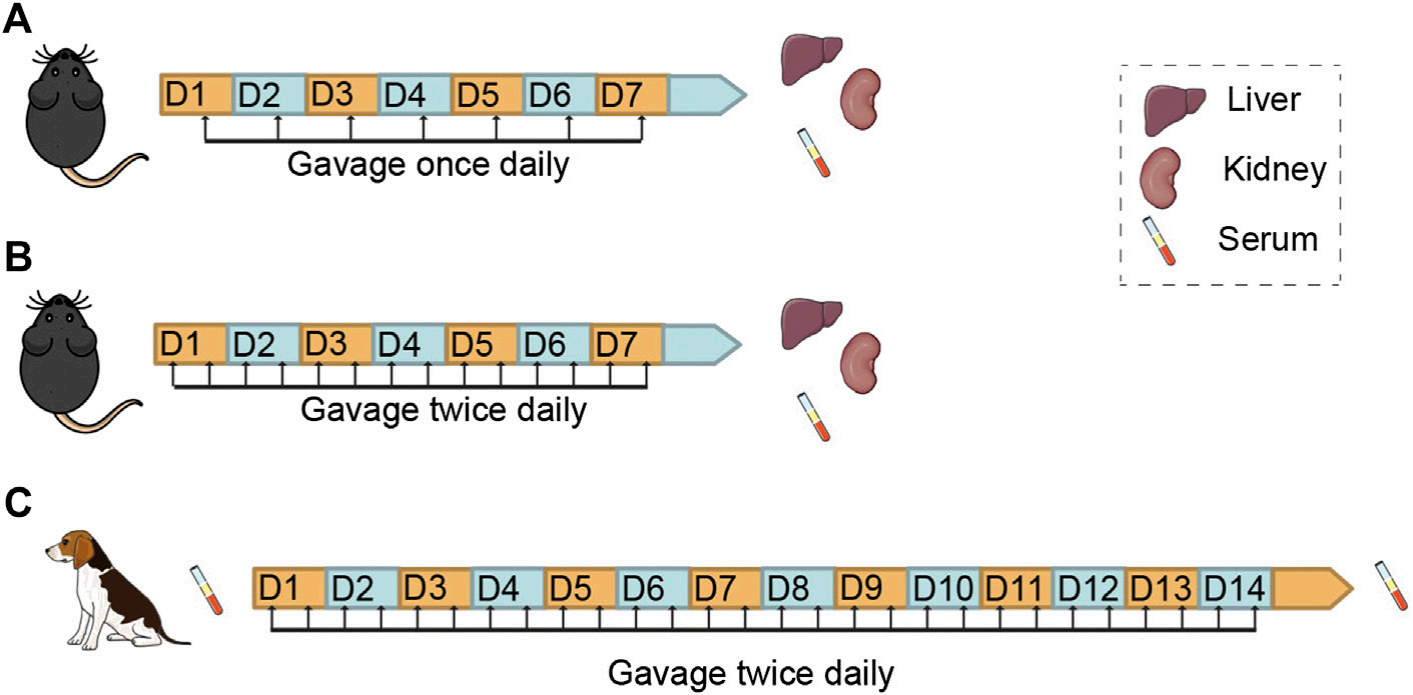
Study Design for the Examination of Subacute Toxicity of Nicotinamide Mononucleotide (NMN) in Mice and Dogs Schemes showing the route, frequency and duration of NMN administration and sampling in mice. **(A,B)** and beagle dogs **(C)**.

**FIGURE 2:**
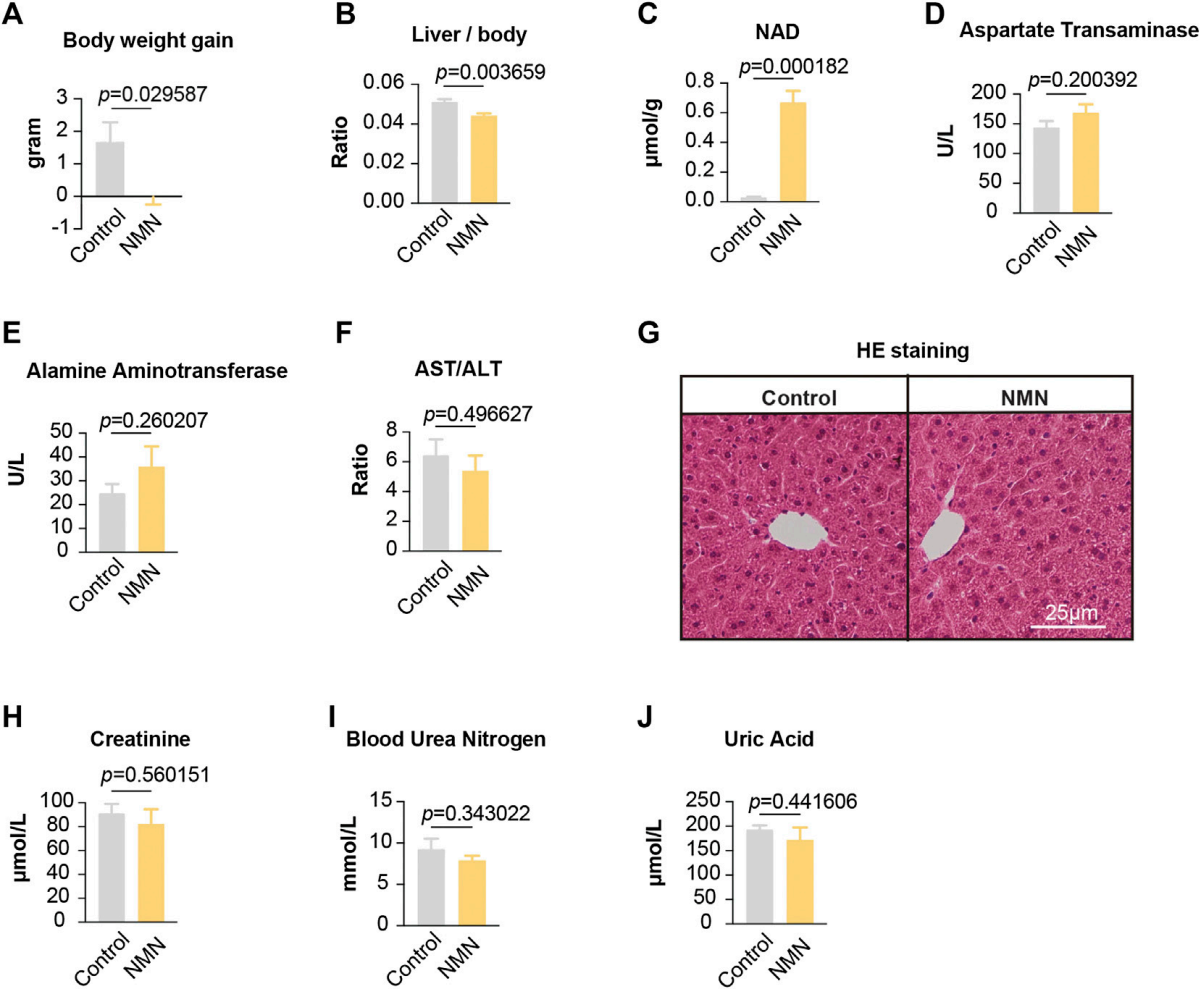
Data for mice treated with NMN once per day **(A)**The body weight was decreased after NMN administration. **(B)** The ratio between liver weight and body weight was decreased after NMN administration **(C)** Liver NAD^+^ levels were increased after NMN administration. **(D–F)** Liver function was analyzed after NMN administration. **(G)** Photomicrograph of liver sections from NMN-administered mice exhibited normal hepatocytes (H&E stain). **(H–J)** Kidney function were analyzed after NMN administration.

To confirm whether our feeding scheme had an impact on the level of NAD^+^ in tissues, we measured liver NAD^+^. Our data showed that NAD^+^ in liver was dramatically increased (Figure 2C), suggesting that oral administration of NMN efficiently boosts NAD^+^ in tissue. To determine the effects of NMN on liver, we assessed liver function and anatomy (Figures 2D–G). Measurements of Aspartate Transaminase (AST), Alamine Aminotransferase (ALT), and AST/ALT found no significant difference (Figures 2D–F). Photomicrograph of liver sections from NMN-administered mice exhibited normal hepatocytes (Figure 2G). Furthermore, we examined the kidney function by assessing creatinine, blood urea nitrogen, and uric acid. These analyses showed comparable levels between control and NMN-treated animals (Figures 2H–J). Taken together, our data demonstrate that oral gavage of NMN substantially elevates NAD^+^ in tissue with no significant side effects on liver and kidney.

### Gavage of Higher NMN Mildly Elevates Alamine Aminotransferase Levels

Since gavage once per day demonstrates minimal adverse effects, we further increased the frequency of gavage to two times per day (2,680 mg/kg/d) (Figure 1B). After 7 days, all animals survived but had a comparable weight loss in both control and NMN-treated mice (Figure 3A). Though the extent of decrease did not reach statistical significance, the ratio between liver and body weight was decreased in NMN-treated mice (Figure 3B). Consistently, NAD^+^ levels in liver were substantially increased (Figure 3C). Unlike gavage once per day, alamine aminotransferase levels were elevated upon the use of higher dosage of NMN (Figure 3E). Histopathological examinations, however, found no defect in liver anatomy (Figure 3G). Similarly, metabolites that reflect kidney function were examined (Figures 3H–J). Although blood urea nitrogen concentration was slightly decreased in the NMN-treated mice (Figure 3I), there was no difference in the serum concentration of creatinine and uric acid between control and NMN-treated animals, suggesting minimal adverse effects on kidney function. Taken together, despite the fact that alamine aminotransferase is mildly increased, overall physiological functions of liver and kidney remain intact when higher dosage of NMN is employed.

**FIGURE 3:**
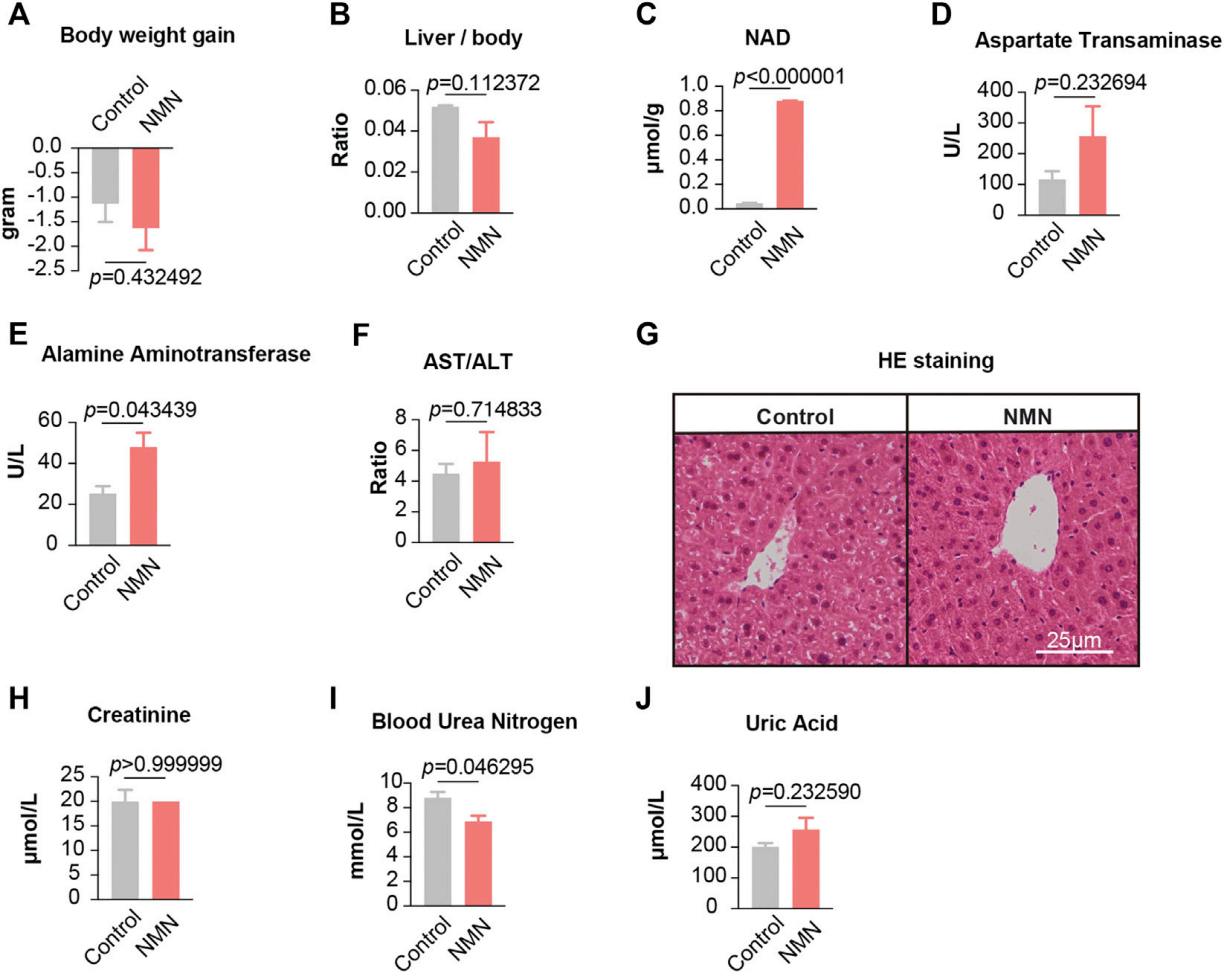
Data for mice treated with NMN twice per day **(A)** The body weights were measured before and after higher NMN administration. **(B)** The ratio between liver weight and body weight was measured after higher NMN administration. **(C)** Liver NAD^+^ levels were increased after higher NMN administration. **(D–F)** Liver function were analyzed after higher NMN administration. **(E)** Alamine aminotransferase was evaluated in higher NMN-administered mice. **(G)** Photomicrograph of liver sections from higher NMN-administered mice exhibited normal hepatocytes (H&E stain). **(H–J)** Kidney function were analyzed after higher NMN administration. **(I)** Blood urea nitrogen was decreased in 1340 mg/kg/d NMN-administered mice.

### Transcriptomic Analysis in NMN Administrated Mice Liver

Using liver tissue, we performed transcriptomic analysis by polyA-selected RNA sequencing (RNA-seq). 

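Liver RNA was sequenced from 4 mice gavaged with NMN at 1340 mg/kg/d and 4 water-gavaged mice of the same schedule, and from 3 mice gavaged at 2680 mg/kg/d and 3 water-gavaged mice of that schedule. Each gavage gave 20 ml/kg of a 67 mg/ml solution, and gavage went on for 7 days. The authors aligned the reads with STAR, counted them on genes with HTSeq-count without regard to strand, and deposited the counts per gene without normalization, for 54446 genes in each library. Between 12688324 and 16455228 reads were counted on genes in the 8 liver libraries of the 1340 mg/kg/d schedule, and between 17573184 and 20635269 in the 6 liver libraries of the 2680 mg/kg/d schedule. Each comparison of NMN with water used only the libraries of that schedule. Genes with too few counts for a test were removed with edgeR's filterByExpr, the counts were scaled by the TMM method, and NMN was compared with water by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Expression is given as CPM (counts scaled to library size) with the SD between mice. The biological coefficient of variation between liver libraries was 25.0% in the first schedule and 23.6% in the second. The doses also differ in the number of gavages per day, so the effect of the dose cannot be told apart from that of the schedule.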

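Of the 12449 genes tested in the liver of the 1340 mg/kg/d schedule, 2 passed an adjusted p under 0.05 in edgeR's quasi-likelihood test, and both were up-regulated. Scara5, a scavenger receptor gene, rose from 5.12 ± 1.93 CPM (SD, n = 4 mice) with water to 21.7 ± 6.27 CPM (SD, n = 4) with NMN, a log2 fold change of 2.09 (standard error 0.28, adjusted p = 0.0262 from edgeR). Il1r1, which encodes an interleukin 1 receptor, rose from 30.2 ± 9.69 CPM to 109.4 ± 28.5 CPM, a log2 fold change of 1.86 (standard error 0.24, the same adjusted p). For both genes every NMN mouse lay above every water mouse (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow). Genes past the threshold were named only if their groups did not overlap, so this p adds no support. Of all tested genes 3.53% had no overlap, and chance gives 2.86%. With 1 mouse left out in turn, the log2 fold change of Scara5 stayed between 1.904 and 2.38, but its adjusted p rose to as much as 0.105. That of Il1r1 rose to as much as 0.118, so both genes lost the threshold in at least 1 fit. Over these fits from 0 to 18 genes passed, the most of them without NMN replicate 4. Counting genes by the unadjusted p instead moved the number most, to 854 genes. DESeq2's Wald test with its default settings called 74 genes, 45 of them up-regulated and 29 down-regulated. All 74 changed in the same direction in edgeR, each with an unadjusted p under 0.05. The transcripts of the aminotransferases measured in serum showed no difference larger than the spread between mice. Gpt had a log2 fold change of 0.07 (standard error 0.13, adjusted p = 0.946 from edgeR) and Got1 of -0.15 (standard error 0.19, adjusted p = 0.919). The adjusted p of the NAD+ salvage and nicotinamide methylation genes Nampt, Nmnat1 and Nnmt was 0.914 or higher.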

In mice gavaged once per day, only a subset of 74 genes were significantly altered in liver (*p* < 0.05), with 45 genes up-regulated and 29 genes down-regulated (Figure 4A). 

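The GO annotation was not used here, and the lipid processes were followed with lists of genes written before the counts were read. Of 38 genes of fatty acid oxidation, 37 were expressed highly enough to test in the liver of the 1340 mg/kg/d schedule, and all 37 were higher with NMN, with a median log2 fold change of 0.36 (adjusted p = 2.02e-25 in limma's camera test on the edgeR fit, over 86 list tests). The mean over the list was higher in every NMN mouse than in every water mouse, with a difference of 0.76 on the log2 scale (exact permutation test, two-sided, p = 0.0286). Camera was run with a fixed correlation of 0.01 between genes. With the correlation estimated from the data, the adjusted p of this list was 0.266. Of 22 tested genes of fatty acid synthesis, 17 were lower with NMN, with a median log2 fold change of -0.31 (camera adjusted p = 1.32e-08), but the list means of the groups overlapped (exact permutation test, two-sided, p = 0.0857). Adjusted over their own list alone, 15 genes of fatty acid oxidation and 5 of fatty acid synthesis passed an adjusted p under 0.05. Over all tested genes none did in the main fit, which had no block for the replicate number. Cyp4a10 rose from 140.0 ± 66.9 CPM (SD, n = 4) to 1038 ± 349 CPM (SD, n = 4), a log2 fold change of 2.89 (standard error 0.42, adjusted p = 0.0923 over all genes from edgeR). Cyp4a31 rose by a log2 fold change of 2.37 (adjusted p = 0.0659). Both belong to a family of near-identical genes. Reads without a unique alignment were not counted on genes, so the change of either is uncertain. Vnn1 had a log2 fold change of 1.52 (standard error 0.25, adjusted p = 0.0659). Thrsp, a gene of lipid synthesis, fell by 2.04 on the log2 scale (adjusted p = 0.132), from 418.9 ± 152.7 CPM to 101.9 ± 39.1 CPM. Srebf1, which overlaps Rai1, had a log2 fold change of -0.81 (adjusted p = 0.336 over all genes) and Acly of -0.69 (adjusted p = 0.462), and for both the NMN and water mice overlapped. With the replicate number as a block in edgeR, Cyp4a31, Cyp4a10 and Thrsp passed over all genes (adjusted p = 0.00130, 0.00233 and 0.00233). Vnn1, Srebf1 and Acly did not (adjusted p = 0.104, 0.0893 and 0.197). Same-numbered libraries are different mice and correlated by only 0.04 in this liver. On simulated counts the block raised the false share of edgeR's calls there from 3.52% to 7.25%, so the genes passing with it are less certain. Cholesterol synthesis genes were lower in 24 of 25 cases, with a median log2 fold change of -0.48 (camera adjusted p = 1.94e-09), but the list means of the groups overlapped (exact permutation test, two-sided, p = 0.143) and no gene passed over the list alone. Most NMN mice of this liver also differed from most water mice in the expression of clock genes. A part of the clock phase in these lipid gene changes can therefore not be set aside. Among the genes called by DESeq2, 8 of the genes of fatty acid oxidation were up-regulated (Fisher's exact test, one-sided, p = 4.05e-13) and 3 of fatty acid synthesis were down-regulated (p = 1.53e-05). Of 849 Reactome pathways, 5 were enriched in the DESeq2 up-regulated genes at an adjusted p under 0.05, the first of them the pathway of cytochrome P450 enzymes acting on fatty acids, with 4 of its 13 tested genes (Fisher's exact test, adjusted p = 7.65e-05).

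**Figure D1:**
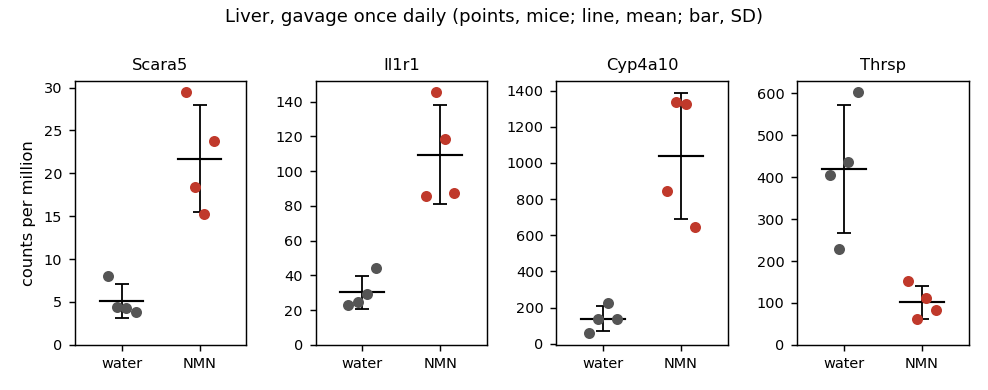
CPM of Scara5, Il1r1, Cyp4a10 and Thrsp in each liver of the 1340 mg/kg/d schedule. Points are mice, lines are means and bars are SD. Cyp4a10 has a mean of 1038 CPM with NMN against 140.0 CPM with water, and Thrsp a mean of 101.9 CPM against 418.9 CPM.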

Gene ontology (GO) analysis showed lipid metabolic process being the biological processes significantly enriched (Figure 4A). Given this result, we measured profile of select lipids. As noted, blood lipids were comparable between control and NMN-treated animals (Figures 4B–E).

**FIGURE 4:**
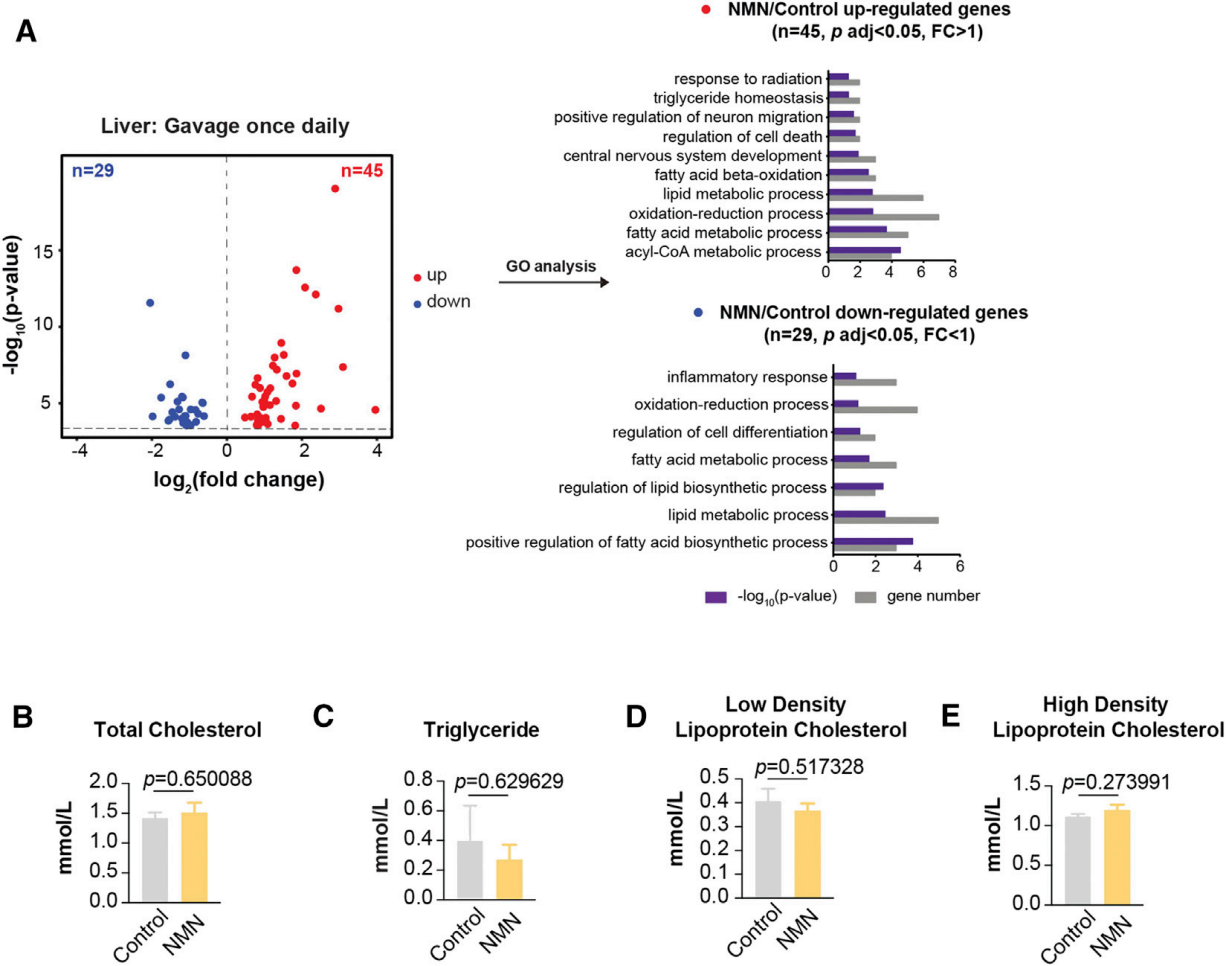
Transcriptomic Analysis in 1340 mg/kg/d NMN-Administrated Mice Liver **(A)** Volcano plot shows that genes are differentially expressed in 1340 mg/kg/d NMN-administrated mice compared to control in liver **(left panel)**. Differential expression analysis was performed by DESeq2 from four biological replicates. 45 genes were found to be upregulated (*p* < 0.05, FC > 1), 29 genes were down regulated (*p* < 0.05, FC < 1). Gene ontology (GO) analysis were performed by David **(right panel)**. The result shows lipid metabolic process being the biological processes significantly enriched for genes up and down regulated in 1340 mg/kg/d NMN administration group. The bar graphs represent–log10 (*p* value) and gene counts in each pathway. **(B–E)** Blood lipids were measured after 1340 mg/kg/d NMN administration.

In mice that received higher NMN dosage, a broad change in the transcriptome was observed, in which 449 genes were significantly altered in liver (*p* < 0.01; fold change > 2 or fold change < 0.5) (Figure 5A). 

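In the liver of the 2680 mg/kg/d schedule, 135 of 12477 tested genes passed an adjusted p under 0.01 in edgeR's quasi-likelihood test with a fold change over 2 or under 0.5, of which 44 were up-regulated and 91 down-regulated. Every one of the 135 had NMN mice that did not overlap with the water mice, which chance gives for 10% of genes with 3 mice against 3 and which 29.8% of all tested genes showed. At an adjusted p under 0.05 with no limit on the fold change, the threshold used for the lower dose, 883 genes passed. At that same threshold 2 genes passed in the 1340 mg/kg/d schedule. DESeq2's Wald test called 424 genes at the stricter threshold, 194 of them up-regulated and 230 down-regulated, and these contained all 135. Counting by the unadjusted p gave 557 genes, the largest number among the settings. Same-numbered NMN and water libraries deviated together slightly in this comparison, with a mean correlation of their deviations from the group means of 0.12. With the replicate number as a block, 160 genes passed, of which 104 were among the 135.
The up-regulated genes with the smallest adjusted p were the noncoding 1700028E10Rik, Gsta2 and Cyp39a1. 1700028E10Rik, which overlaps other genes, rose from 7.32 ± 1.34 CPM (SD, n = 3 mice) to 67.7 ± 6.49 CPM (SD, n = 3), a log2 fold change of 3.21 (standard error 0.19, adjusted p = 1.31e-05 from edgeR, 0.000787 with the block). Gsta2, one of a family of glutathione transferases with similar sequences, had a log2 fold change of 1.98 (standard error 0.18, adjusted p = 0.000505). The cytochrome P450 gene Cyp39a1 had a log2 fold change of 1.73 (standard error 0.17, adjusted p = 0.000590). Macrod1, which encodes an enzyme that removes ADP-ribose from proteins, had the smallest adjusted p of those down-regulated. It fell from 68.2 ± 10.6 CPM to 6.35 ± 0.887 CPM, a log2 fold change of -3.42 (standard error 0.19, adjusted p = 1.31e-05, 0.000147 with the block). Tmem86b, which overlaps Gm44877, fell by 2.26 on the log2 scale (adjusted p = 0.000137). Cyp2c69 had at most 1 count in any NMN mouse against a mean of 6.01 CPM with water, so it was at least 40.1-fold lower when set against a floor of 3 counts. With 3 mice against 3 the smallest two-sided p of an exact permutation test is 0.1, which each of these genes reached. They were named only because their groups did not overlap, so this p adds no support. With 1 mouse left out in turn, the log2 fold change of Macrod1 stayed between -3.51 and -3.29 and that of 1700028E10Rik between 3.06 and 3.29. The serum aminotransferase gene Gpt had a log2 fold change of 0.08 (standard error 0.19, adjusted p = 0.8294). Nampt, the gene of the enzyme that makes NMN, had one of 0.73 (standard error 0.17, adjusted p = 0.0303), short of the stricter threshold.

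**Figure D2:**
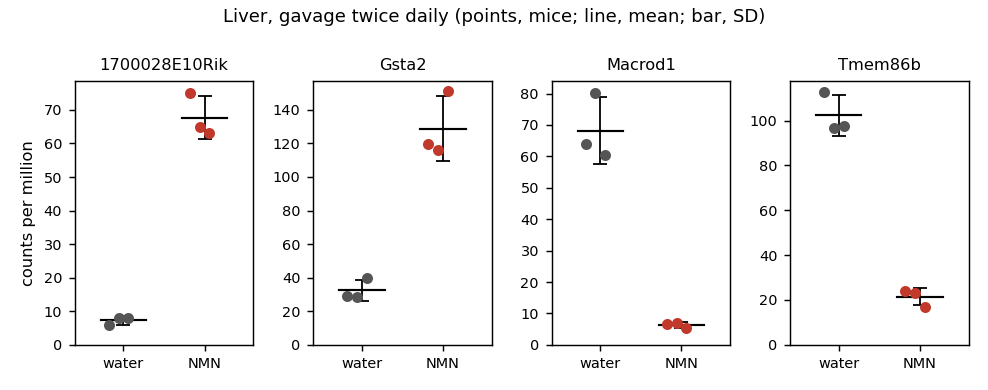
CPM of 1700028E10Rik, Gsta2, Macrod1 and Tmem86b in each liver of the 2680 mg/kg/d schedule. Points are mice, lines are means and bars are SD. The 3 NMN mice lie apart from the 3 water mice for each of these 4 genes, as the rule for naming them required.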

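Of the 22 tested genes of fatty acid synthesis, 18 were lower with NMN in the liver of the 2680 mg/kg/d schedule, with a median log2 fold change of -0.61 (adjusted p = 2.16e-09 in limma's camera test, -0.62 and 1.03e-11 with the replicate number as a block). Adjusted over the list alone, 12 of the 22 passed an adjusted p under 0.05. Thrsp fell by 3.56 on the log2 scale (standard error 0.35, adjusted p = 0.00205 from edgeR), Fasn fell by 1.898 (standard error 0.25, adjusted p = 0.00404) and Scd1, which has paralogs of similar sequence, fell by 1.33 (standard error 0.19, the same adjusted p). Among the down-regulated genes of edgeR were 3 genes of this list (Fisher's exact test, one-sided, p = 0.000523). Of 20 tested genes of P450 epoxygenases, 15 were lower, with a median of -0.20 (camera adjusted p = 5.11e-05, -0.28 and 7.53e-05 with the block). Cyp2c40 fell from 14.5 ± 2.47 CPM (SD, n = 3) to 0.360 ± 0.467 CPM (SD, n = 3), and Cyp2c68 fell by 1.01 on the log2 scale (adjusted p = 0.00235). The genes of this family have near-identical copies, and reads without a unique alignment were not counted on genes, so the change of a single one is uncertain. Cholesterol synthesis had a median of -0.20 over 25 genes, which was not detectable as a shift (camera adjusted p = 0.419, 0.351 with the block), and no gene of it passed over the list alone. Zinc finger protein genes had a median of 0.13 over 278 genes (camera adjusted p = 0.0642, 0.0687 with the block). Of 824 Reactome pathways, 7 were enriched among the down-regulated genes at an adjusted p under 0.05, and all 7 held cytochrome P450 or other detoxification genes. The first was the synthesis of hydroxyeicosatetraenoic acids, with 4 of its 21 tested genes (Fisher's exact test, adjusted p = 0.0119).

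**Figure D3:**
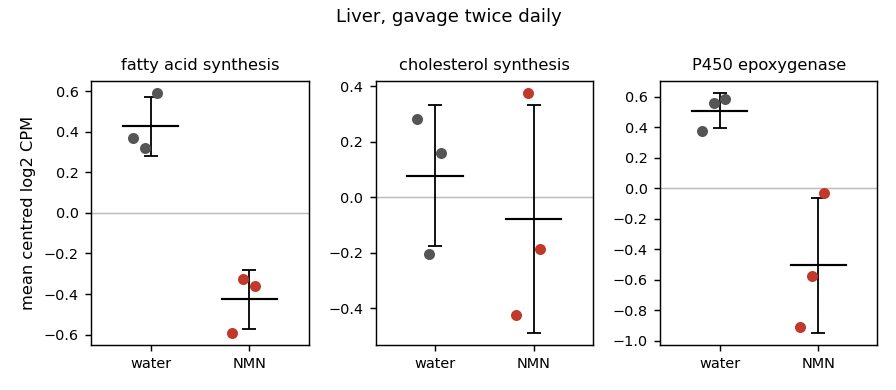
Mean over each gene list of log2 CPM, centred per gene, in each liver of the 2680 mg/kg/d schedule. Points are mice, lines are means and bars are SD. The groups are apart for fatty acid synthesis, with a difference of -0.85, and for P450 epoxygenases, with a difference of -1.01, and overlap for cholesterol synthesis.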

GO analysis also indicated lipid metabolic process being prominently highlighted. Measurements of blood lipids, including total cholesterol, triglyceride, and low density lipoprotein cholesterol, were significantly decreased in NMN-treated animals (Figures 5B–E). This data suggests that the effect of NMN on blood lipid is dose-dependent.

**FIGURE 5:**
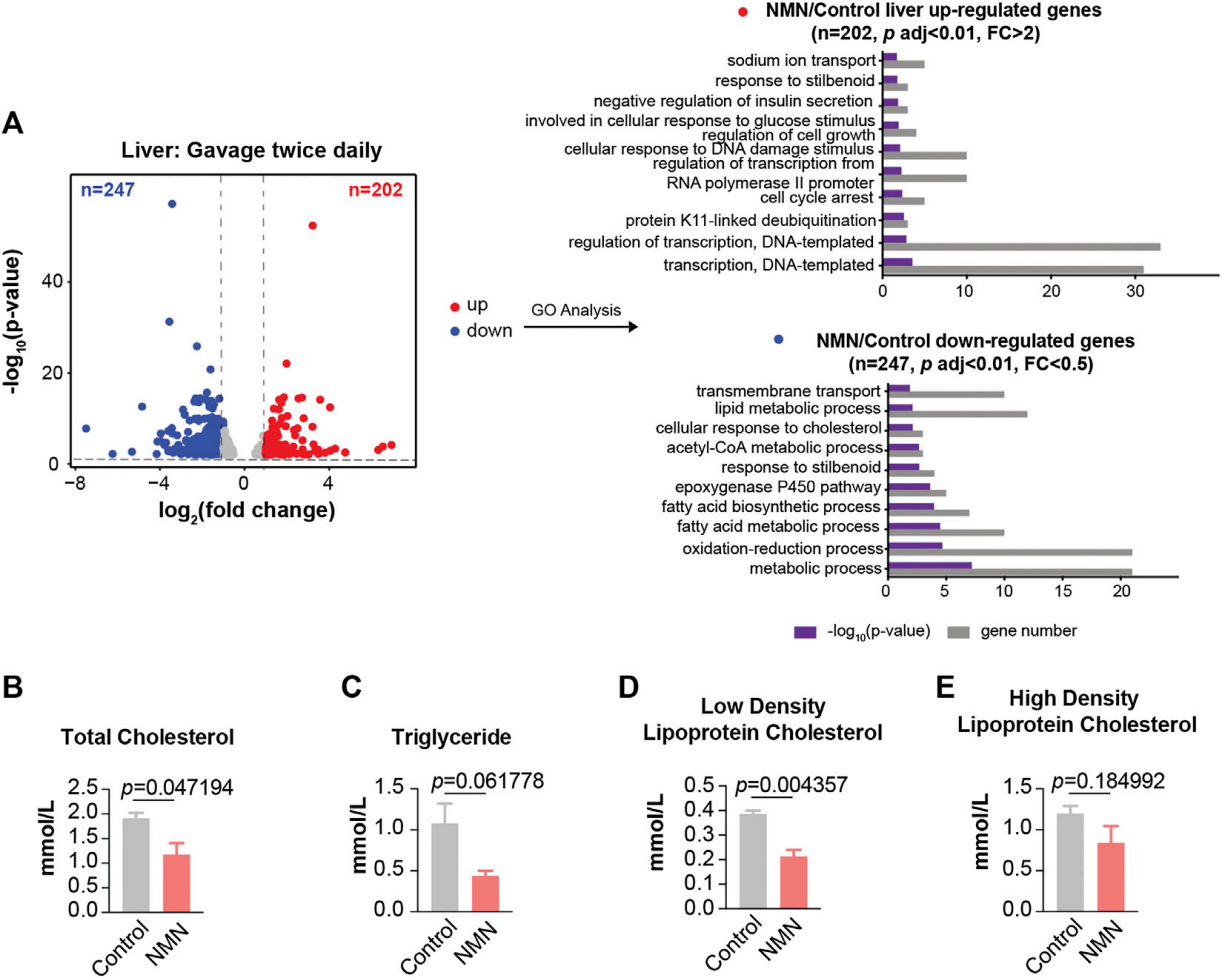
Transcriptomic Analysis in 2680 mg/kg/d NMN-Administrated Mice Liver **(A)** Volcano plot shows that genes are differentially expressed in 2680 mg/kg/d NMN-administrated mice compared to control in liver **(left panel)**. Differential expression analysis was performed by DESeq2 from three biological replicates. 202 genes were found to be upregulated (*p* < 0.01, FC > 2), 247 genes were down regulated (*p* < 0.01, FC < 0.5). Gene ontology (GO) analysis were performed by David **(right panel)**. The result shows lipid metabolic process being the biological processes significantly enriched for genes down regulated in 2680 mg/kg/d NMN administration group. The bar graphs represent–log10 (*p* value) and gene counts in each pathway. **(B–E)** Blood lipids were measured after 2680 mg/kg/d NMN administration. **(B)** Total Cholesterol was decreased in 2680 mg/kg/d NMN-administered mice. **(D)** Low density lipoprotein cholesterol was decreased in 2680 mg/kg/d NMN-administered mice.

### Transcriptomic Analysis in NMN Administrated Mice Kidney

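Kidney RNA was sequenced from the same numbers of mice as liver RNA, 4 with NMN and 4 with water at 1340 mg/kg/d and 3 with NMN and 3 with water at 2680 mg/kg/d, and the authors deposited counts per gene made in the same way. At 1340 mg/kg/d every NMN library was smaller (13174264 to 14006288 counted reads) than every water library (15354270 to 15696435), and at 2680 mg/kg/d every NMN library was larger (22922994 to 33872983) than every water library (16358886 to 18983689). The edgeR comparison used the libraries of one schedule at a time. The share of counts on mitochondrial genes averaged 9.71% in the water libraries of the 1340 mg/kg/d schedule and 20.6% in those of the 2680 mg/kg/d schedule. The libraries of the schedules therefore differ beyond the treatment, and no comparison was made across schedules without the water mice of each. The biological coefficient of variation was 16.2% and 12.0%.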

We further extended RNA-seq analysis to kidney. 

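In the kidney of the 1340 mg/kg/d schedule, 15 of 20 genes of the circadian clock were higher with NMN, with a median log2 fold change of 0.32 (adjusted p = 9.91e-06 in limma's camera test). The mean over the list was higher in every NMN mouse than in every water mouse (difference 0.34 on the log2 scale, exact permutation test, two-sided, p = 0.0286). Bhlhe40, a clock repressor that overlaps a noncoding gene, rose from 91.9 ± 11.5 CPM (SD, n = 4) to 155.2 ± 30.5 CPM (SD, n = 4), a log2 fold change of 0.76 (standard error 0.13, adjusted p = 0.0393 from edgeR). Nr1d1, which overlaps Thra, had a log2 fold change of 1.03 (standard error 0.28, adjusted p = 0.319 over all genes and 0.0456 over the list), and Rora of 0.38 (standard error 0.10, adjusted p = 0.156 over all genes and 0.0125 over the list). Arntl, which is expressed in antiphase to Nr1d1, could not be told apart between the groups (12.6 ± 12.6 CPM with water, 7.72 ± 1.63 CPM with NMN, n = 4 each). Its spread came from water replicate 1, at 31.5 CPM against at most 6.97 CPM in the other water mice. The fold change of Per1 was 0.99 on the log2 scale (standard error 0.44, adjusted p = 0.579). Sodium transport genes were higher in 21 of 26 cases, with a median of 0.19 (camera adjusted p = 0.000639), although the list means of the groups overlapped (exact permutation test, two-sided, p = 0.0571). Slc5a3, which overlaps Mrps6, rose by 0.56 on the log2 scale (standard error 0.12), while Slc5a2, which overlaps BC017158, fell by 0.63 (standard error 0.13) and Slc34a3 fell by 0.80 (standard error 0.18), each with an adjusted p of 0.115 or less over all genes and of 0.00460 over the list. Genes of other ion transport had a median of 0.09 with 17 of 23 higher (camera adjusted p = 0.0522), so that the list as a whole was not lower. A median over a hand-written list does not show which genes were called down-regulated. Of the genes of this list, DESeq2 called 1 as up-regulated and none as down-regulated. Of them, Slc26a1, which overlaps Idua, had a log2 fold change of -0.34 (standard error 0.10, adjusted p = 0.272), Trpv5 of 0.55 (standard error 0.14, adjusted p = 0.132) and Atp6v0a4, which overlaps Tmem213, of 0.33 (standard error 0.11, adjusted p = 0.319). Among the genes called by DESeq2, 5 of 822 Reactome pathways were enriched in those up-regulated, which included the activation of circadian gene expression by Bmal1, with 3 of its 12 tested genes (Fisher's exact test, adjusted p = 0.0123). Another Reactome entry for this activation (2 of 11 genes, adjusted p = 0.175) and the circadian clock pathway (3 of 25, adjusted p = 0.0609) were not enriched. In the genes called down-regulated no pathway was enriched at an adjusted p under 0.05.

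**Figure D4:**
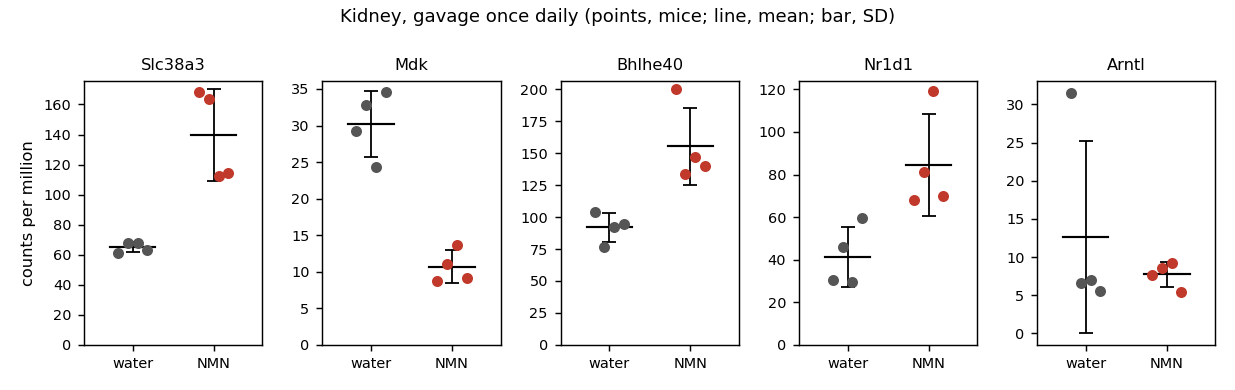
CPM of Slc38a3, Mdk, Bhlhe40, Nr1d1 and Arntl in each kidney of the 1340 mg/kg/d schedule. Points are mice, lines are means and bars are SD. Arntl lies at 31.5 CPM in 1 water mouse and between 5.59 and 6.97 CPM in the others.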

In mice gavaged once daily, GO analysis showed that up-regulated genes were enriched in circadian rhythm and sodium ion transport, while down-regulated genes were enriched in ion transport (Figure 6A). In mice gavaged twice daily, up-regulated genes were enriched in oxidation-reduction process (Figure 6B). 

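Genes of glutathione metabolism and the response to oxidative stress were higher in 14 of 19 cases in the kidney of the 2680 mg/kg/d schedule, with a median log2 fold change of 0.21 (adjusted p = 1.77e-05 in limma's camera test), and 9 of the 19 passed an adjusted p under 0.05 over the list. The groups did not overlap in the list mean (difference 0.19, exact permutation test, two-sided, p = 0.1, the smallest that 3 mice against 3 allow). Gsta2, which has paralogs of similar sequence and so is uncertain, rose from 278.5 ± 31.7 CPM (SD, n = 3) to 519.4 ± 77.1 CPM (SD, n = 3), a log2 fold change of 0.90 (standard error 0.12, adjusted p = 0.0122 from edgeR). Nqo1 had a log2 fold change of 0.61 (standard error 0.12) and Gpx1 of 0.46 (standard error 0.09), both with an adjusted p of 0.0544. Genes of fatty acid oxidation were higher in 29 of 36 cases, with a median of 0.17 (camera adjusted p = 2.34e-06). Hsd17b4 rose by 0.40 on the log2 scale (standard error 0.08, adjusted p = 0.0544), and Acaa1b and Acot3, each with close paralogs, rose by 0.59 and 0.69 (adjusted p = 0.0736 and 0.0930). In the genes up-regulated by DESeq2, 5 genes of the glutathione list were called (Fisher's exact test, one-sided, p = 9.69e-08), and the Reactome pathway of biological oxidations was enriched, with 10 of its 124 tested genes (adjusted p = 4.85e-06).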

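Insulin response was followed with a list of 27 genes, all of them tested in the kidney of the 2680 mg/kg/d schedule. Of these, 18 were higher with NMN, with a median log2 fold change of 0.21 (camera adjusted p = 0.0113), and the groups did not overlap in the list mean (difference 0.22). The same list was higher in 21 of 27 genes in the kidney of the 1340 mg/kg/d schedule too, with a median of 0.16 (camera adjusted p = 0.000219) and overlapping list means. No gene passed an adjusted p under 0.05 in edgeR at 2680 mg/kg/d, over all genes or over the list. Foxo3 had the smallest p, rising from 57.4 ± 6.27 CPM (SD, n = 3) to 86.8 ± 16.7 CPM (SD, n = 3), a log2 fold change of 0.60 (standard error 0.14, adjusted p = 0.132 over all genes from edgeR and 0.0515 over the list). Slc2a4 rose by 0.31 (standard error 0.10), Foxo1 (overlapping Gm20402) rose by 0.26 (standard error 0.09) and Irs2 (overlapping 9530052E02Rik) rose by 0.87 (standard error 0.31), each with an adjusted p of 0.241 or higher. Insr had a log2 fold change of 0.13 (standard error 0.09, adjusted p = 0.632). DESeq2 called 1 gene of the list, Foxo3, as up-regulated and none as down-regulated.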

Interestingly, “response to insulin” was enriched for genes up-regulated (Figure 6B). Since it has been reported that NMN-administered mice show improved insulin sensitivity (Yoshino et al., 2011), we conducted insulin test in serum, which revealed a decreased concentration of insulin (Figure 6C). Down-regulated genes, on the other hand, were enriched in the metabolic process (Figure 6B).

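Of the genes down-regulated in the kidney of the 2680 mg/kg/d schedule, Hao2, which encodes a peroxisomal oxidase, had the smallest adjusted p. It fell from 294.3 ± 15.6 CPM (SD, n = 3) to 118.7 ± 12.4 CPM (SD, n = 3), a log2 fold change of -1.31 (standard error 0.09, adjusted p = 9.34e-05 from edgeR), and with 1 mouse left out in turn it stayed between -1.40 and -1.24. Folh1 fell by 1.06 on the log2 scale (standard error 0.09, adjusted p = 0.000527). Miox, which encodes an enzyme of inositol breakdown, fell from 1741 ± 68.99 CPM to 990 ± 109 CPM (adjusted p = 0.0121). No Reactome pathway was enriched among the 43 down-regulated genes at an adjusted p under 0.05, nor among the 138 that DESeq2 called down-regulated.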

**FIGURE 6:**
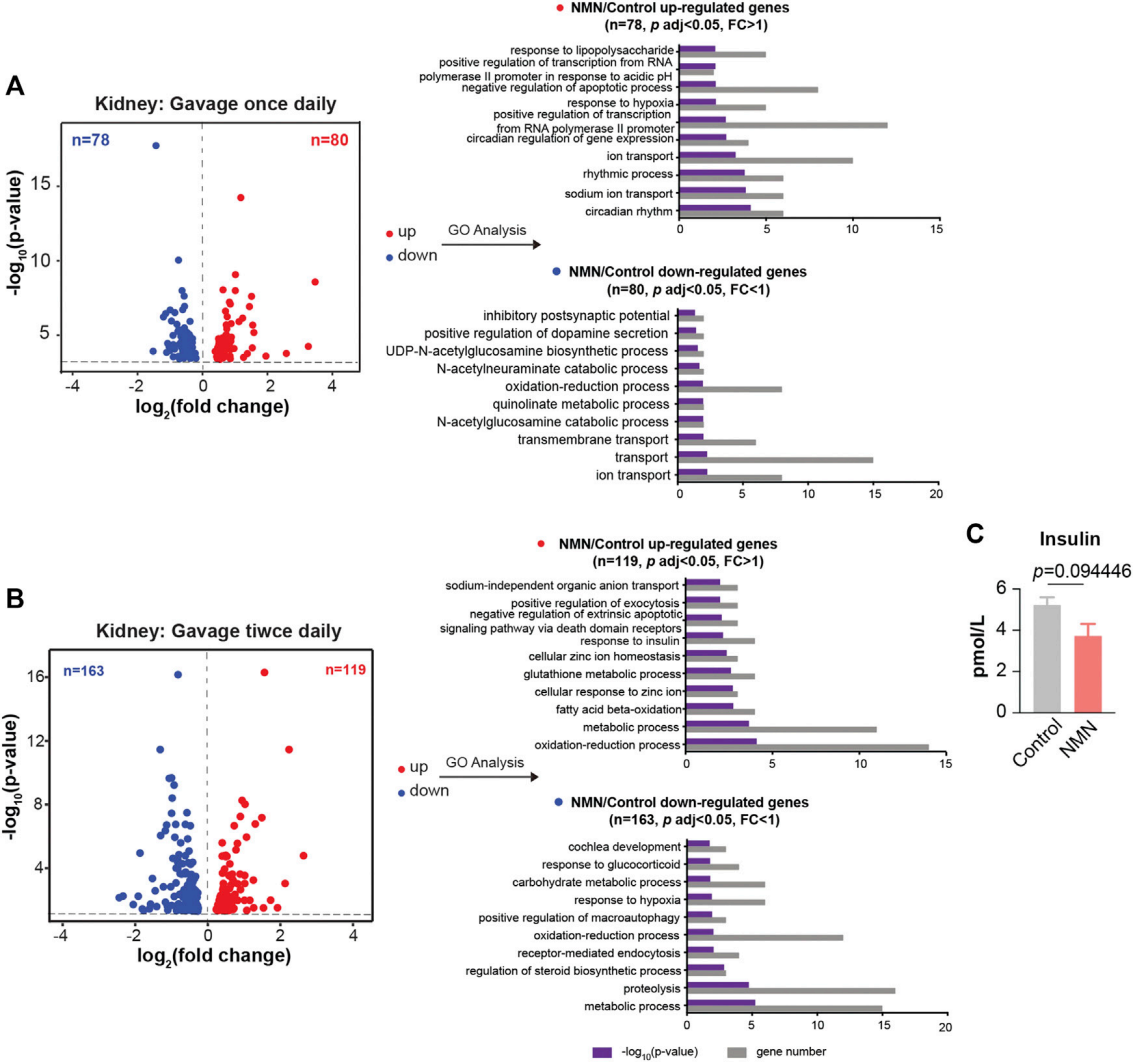
Transcriptomic Analysis in NMN Administrated Mice Kidney. **(A)** Volcano plot shows that genes are differentially expressed in 1340 mg/kg/d NMN-administrated mice compared to control in kidney **(left panel)**. Differential expression analysis was performed by DESeq2 from four biological replicates. 80 genes were found to be upregulated (*p* < 0.05, FC > 1), 79 genes were down regulated (*p* < 0.05, FC > 1). Gene ontology (GO) analysis were performed by David **(right panel)**. **(B)**. Volcano plot shows that genes are differentially expressed in 2680 mg/kg/d NMN-administrated mice compared to control in kidney **(left panel)**. Differential expression analysis was performed by DESeq2 from three biological replicates. 119 genes were found to be upregulated (*p* < 0.05, FC > 1), 163 genes were down regulated (*p* < 0.05, FC < 1). Gene ontology (GO) analysis were performed by David **(right panel)**. Gene ontology (GO) analysis (performed by David) shows response to insulin being the biological processes significantly enriched for genes down regulated in 2680 mg/kg/d NMN administration group. **(C)** The insulin level in serum was measured after NMN administration.

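In the kidney of the 1340 mg/kg/d schedule, edgeR tested 14972 genes, and 18 passed an adjusted p under 0.05, of which 10 were up-regulated and 8 down-regulated. DESeq2's Wald test with its default settings called 159 genes, 78 up-regulated and 81 down-regulated, among them all 18. By the unadjusted p, 1338 genes passed. Slc38a3, an amino acid transporter, rose from 65.0 ± 3.48 CPM (SD, n = 4) to 139.8 ± 30.4 CPM (SD, n = 4), a log2 fold change of 1.10 (standard error 0.13, adjusted p = 0.00163 from edgeR). Rarres2, which overlaps Lrrc61, had a log2 fold change of 0.94 (standard error 0.14, adjusted p = 0.0131) and the dicarboxylate transporter Slc13a2, which overlaps Slc13a2os, of 0.56 (standard error 0.09, adjusted p = 0.0275). Mdk fell from 30.2 ± 4.54 CPM to 10.7 ± 2.25 CPM, a log2 fold change of -1.50 (standard error 0.16, adjusted p = 0.000566). Fam151a, which overlaps Acot11, fell by 0.81 (adjusted p = 0.00702) and Slc22a28, of a family of similar transporters, fell by 0.70 (adjusted p = 0.0269). When 1 mouse was left out, Slc13a2 and Slc22a28 lost the threshold in at least 1 fit, with adjusted p up to 0.0828 and 0.101. Nampt rose by 0.42 on the log2 scale (standard error 0.10), with every NMN mouse above every water mouse, but its adjusted p was 0.113. The injury markers Havcr1 and Lcn2 had adjusted p of 0.455 and 0.803.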

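Of the 15245 genes tested in the kidney of the 2680 mg/kg/d schedule, 61 passed an adjusted p under 0.05 in edgeR, 18 of them up-regulated and 43 down-regulated, and by the unadjusted p 1688 did. DESeq2's Wald test called 236, of which 98 were up-regulated and 138 down-regulated. Fgg, which overlaps Gm30097, rose from 9.23 ± 0.621 CPM (SD, n = 3) to 18.8 ± 1.88 CPM (SD, n = 3), a log2 fold change of 1.03 (standard error 0.12, adjusted p = 0.00999 from edgeR). Fam25c had a log2 fold change of 2.24 (standard error 0.26, adjusted p = 0.0121). Without 1 of the mice, the adjusted p of Fgg rose to as much as 0.0648 and that of Fam25c to 0.124. Havcr1 and Lcn2 had adjusted p of 0.646 and 0.790, and Gpt of 0.0781 with a log2 fold change of 0.47 (standard error 0.10).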

### The Effect of Oral 1,340 mg/d NMN-Administration on Liver Function, Kidney Function and Blood Lipids in Beagle Dogs

To gain insight of the toxicity of NMN in large mammal, we design oral gavage test using beagle dogs. 10 beagle dogs were randomly divided into two groups (Table 1). Dogs were gavaged twice per day with 10 ml saturated concentration of NMN solution for 14 days (1340 mg/d) (Figure 1C). During the experiment, animals were found to be in good condition, with normal autonomic activities and clean coats. After two weeks of NMN administration, the body weight of NMN-treated dogs was increased than that of the control dogs (Figure 7A). Since NAD^+^ has exceedingly low level in plasma and urine (Trammell et al., 2016), we measured NAM in serum which has been shown be converted from exogenous NMN (Liu et al., 2018). Notably, NAM levels were dramatically increased in NMN-treated dogs (Figure 7B). To evaluate the hepatotoxicity and nephrotoxicity, blood metabolites were analyzed (Figures 7C–H). In NMN-treated, creatinine and uric acid were increased, indicating kidney response. Blood lipids were measured (Figures 7I–L), which showed comparable levels between control and NMN-treated dogs.

**TABLE 1:** The age, weight and groups of beagle dogs.

No	Group	Age (y)	Weight (kg)
1	Control	4	10.0
2	Control	4	10.0
3	Control	4	9.0
4	Control	4	10.3
5	Control	4	9.9
6	NMN-treated	4	10.7
7	NMN-treated	4	10.1
8	NMN-treated	4	11.0
9	NMN-treated	4	9.0
10	NMN-treated	4	10.0

**FIGURE 7:**
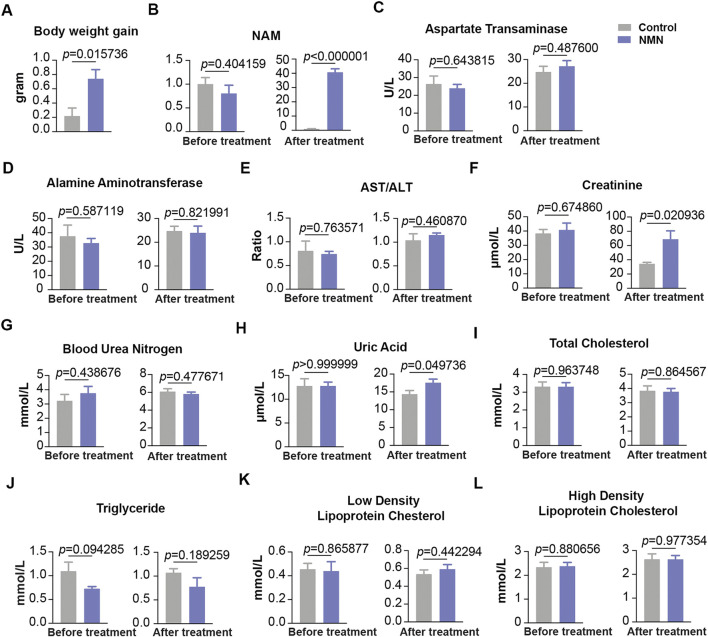
The effect of oral 1340 mg/d NMN-administration on liver function, kidney function and blood lipids in beagle dogs **(A)** Body weights were measured before and after NMN administration. **(B)** Serum NAM levels were increased after NMN administration. **(C–E)** Liver function was analyzed after NMN administration. **(F–H)** Kidney function was analyzed after NMN administration. **(F)** Creatinine was evaluated in 1340 mg/kg/d NMN-administered dogs. **(H)** Uric acid was evaluated in 1340 mg/kg/d NMN-administered dogs. **(I–L)** Blood lipids were measured before and after NMN administration.

## Discussion

Emerging studies have heightened the fact that the cellular level of NAD^+^ decreases with age, predisposing individuals to physiological decline as well as late-onset diseases (Rajman et al., 2018). Thus, enhancing NAD^+^ availability by supplementing precursory metabolites, such as NMN and NR, promises to ameliorate a broad spectrum of age-associated deficits (Partridge et al., 2020). However, prior to the application in humans, systemic evaluation of the NMN toxicity especially in model organisms and large mammals remains to be determined. In the present study, we assess the subacute toxicity of NMN in mice and dogs.

Previous studies in mice apply 100–500 mg/kg/d of NMN, equivalent surface area dose for a human adult being approximately 0.5–2.5 g, depending on the weight of individuals. To examine subacute toxicity, we substantially increase NMN dosage to 1,340 mg/kg/d and 2680 mg/kg/d in mouse models. To our knowledge, such high intake of NMN for animal test has not yet been used. As noted, administrating 1,340 mg/kg/d NMN for 7 days is well tolerated with no deleterious effects. However, as the dose doubled, we observe slightly increased level of alamine aminotransferase among all the biomarkers examined. On the other hand, administrating 1340 mg/d NMN in beagle dogs only results in mild increases in creatinine and uric acid, while other biomarkers remain unchanged. Taken together, our data indicates that high-dose and short-term oral administration of NMN has mild or minimal deleterious effects.

Interestingly, our analysis reveals that NMN administration has beneficial effects to lower lipid and insulin levels. Although it has been shown that long-term supplementation of NMN improves glucose intolerance and lipid profiles in a mouse model of age-induced type-2 diabetes (Yoshino et al., 2011), our data suggests that high-dose NMN within a week is sufficient to reduce blood lipids and improve insulin sensitivity. NMN therefore has the potential to be implemented as safe therapeutic agent against age-associated physiological decline and disease. Our findings from this short-term administration study provide a possible safe dose range for oral administration of NMN, hoping to translate the results to humans.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/GSE157594.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee at Chinese Academy of Sciences.

## Author Contributions

YY and NL contributed to concept and design of the study. YG and ZZ contributed to the detection of NAM. YY, JL, and HW collected the mouse samples. NL, YY, and XZ collected the dog samples. YY performed the statistical analysis. NL and YY wrote the manuscript.

## Funding

This work was supported in part by grants from the National Key Research and Development Program of China (2016YFA0501900) and the China National Natural Science Foundation (91849109) (to NL).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

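Gene expression was measured by RNA sequencing in the liver and the kidney of mice gavaged with NMN or with water for 7 days, at 1340 or 2680 mg/kg/d, in 28 libraries. The 1340 mg/kg/d schedule had 4 NMN and 4 water mice per organ and the 2680 mg/kg/d schedule 3 and 3. Each library was assigned to organ, schedule, treatment and replicate number from the labels of the deposited samples.

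The authors aligned the reads with STAR and counted them per gene with HTSeq-count, in its strict intersection mode and without regard to strand, and the deposited values are whole-number counts without normalization or filtering. Each library lists 54446 genes by Ensembl identifier, of which 53229 matched the GENCODE M21 annotation with the same version, 1180 without it and 37 not at all. Symbols were taken from that annotation. The build named in the article could not be matched to it, so no coordinates are given. Because the counting ignores strand, genes that overlap on the other strand are named as uncertain where they appear. So are genes with near-identical copies, since reads without a unique alignment were not counted on genes.

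Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, scaled by TMM and tested with the quasi-likelihood test (robust dispersion and prior estimates), with Benjamini-Hochberg adjustment over the tested genes of one comparison. The threshold was an adjusted p under 0.05, and for the liver at 2680 mg/kg/d an adjusted p under 0.01 with a fold change over 2 or under 0.5. The article's text gives these thresholds as p and its figures as adjusted p. The other threshold was run for each comparison too. Standard errors are the log2 fold change divided by the square root of the F statistic. Gene sets were tested with camera in limma 3.58.1 with a correlation of 0.01 between genes, for 25 lists written by hand before the counts were read, in 4 comparisons, which made 86 tests of lists with at least 3 tested genes, adjusted together. The Reactome pathways of fgsea 1.28.0 were tested with one-sided Fisher's exact tests against all tested genes, for pathways of 10 to 500 tested genes. GO and DAVID were not used here. The difference between schedules was tested as an interaction over the 14 libraries of an organ.

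The alternatives set before the data were examined were DESeq2 1.42.0 with its default settings, DESeq2's size factors and upper quartile normalization within edgeR, no filter, at least 10 counts in every library, estimates without the robust option, the replicate number as a block, all 14 libraries of the organ in one fit, the unadjusted p, each library left out in turn, camera with an estimated correlation and the rotation test fry. Offsets for GC content and gene length, counts thinned to the smallest library, and a clock score as a covariate were added after the data were seen. The replicate numbers come from the sample labels. Same-numbered libraries are different mice, and nothing states that they were handled together.

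The genes named are the 3 with the smallest adjusted p in each direction among those past the threshold, with at least 1 CPM on average and no overlap between NMN and water mice, the 3 members of each list the article's terms called for with the smallest p, and genes fixed in advance for the serum aminotransferases, NAD+ metabolism, the clock, insulin signalling and kidney injury. Some genes fixed in advance are not reported here.

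Library totals ran from 12688324 to 33872983 counted reads. Reads without molecular identifiers are not independent molecules, so the depth limits only the counting error. The edgeR, DESeq2, camera and interaction steps were tested on simulated counts with the means, library sizes and dispersions of the real libraries, in which 200 genes were changed. The 200 genes lay above the median expression, each was changed at least 2-fold, and every comparison was scored at an adjusted p under 0.05. The recovery therefore does not tell how many smaller changes, or changes of weakly expressed genes, were missed. For the liver at 2680 mg/kg/d it was not measured at the stricter threshold. In edgeR 96.0% of the 200 were recovered in the liver at 1340 mg/kg/d with 7 false calls among 12172 genes, 90.5% in the liver at 2680 mg/kg/d with 8 among 12278, and 99.0% and 99.5% in the kidney with 10 and 18 false calls, the last of them 8.29% of the genes called. DESeq2 recovered 97.5% and 94.5% in the liver with 35 and 23 false calls, which were 15.2% and 10.8% of the genes called. In the kidney it recovered 100% and 99.5% with 27 and 24 false calls, 11.9% and 10.8% of those called. In edgeR with the replicate block the false share was 7.25% and 8.46% in the liver and 7.87% and 11.2% in the kidney. The interaction recovered 69.0% in the liver and 95.0% in the kidney. A list shifted by a known amount was found in all 4 comparisons, and camera falsely called 2, 0, 0 and 1 of the other lists. The simulated genes varied independently of each other, so these false calls do not cover the correlation between genes in real libraries. The camera p-values are therefore read together with the other tests of the same list.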

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

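The tests of other splits for the 7 gene lists in the last paragraph were set before their results were seen, and the other tests were chosen only after the results were seen.

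Among 102 groups of 4 libraries tested for a library far from the others, 6 were past Dixon's critical value of 0.83, and 5.1 are what chance gives. The gap was 0.946 of the range for Arntl in the kidney of water replicate 1 at 1340 mg/kg/d (31.5 CPM against 5.59 to 6.97 CPM), 0.932 for Nampt in the kidney of NMN replicate 3 (173.3 CPM against 208.7 CPM or more), 0.875 for Havcr1 in the kidney of NMN replicate 1 (9.20 CPM against at most 2.32 CPM), 0.857 for Atp6v0a4 in the kidney of NMN replicate 3, 0.854 for Scara5 in the liver of water replicate 1 (7.99 CPM against at most 4.40 CPM), and 0.954 for the share of reads HTSeq counted as ambiguous in the kidney of NMN replicate 3 (2.33% against at most 2.18%). None of these libraries had an outlying total. Their number is near that expected by chance, but 3 of the 6 fall in a single library, the kidney of NMN replicate 3 at 1340 mg/kg/d. Without that library 67 genes passed in place of 18, the most for any library left out of that comparison. Whether it differs for a technical reason was not tested. The liver of NMN replicate 4 at 1340 mg/kg/d was not past the critical value. Still, 12.8% of its reads fell on no gene, against at most 7.44% in the other NMN livers of that schedule. Ambiguous reads were 5.10% there against at most 3.59%. Without that liver library 18 genes passed in place of 2. The fellow clock genes of Arntl are taken up below.

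The water replicate 1 mice stood apart from the other water mice in the expression of clock genes. A clock score (the mean log2 CPM of Dbp, Ciart, Nr1d1, Nr1d2, Per2, Per3, Tef and Hlf minus that of Arntl, Npas2, Clock, Cry1 and Nfil3) was lowest in replicate 1 in 4 of the 4 water groups, that is, in both organs and both schedules, which chance gives in 0.694% of cases if the 4 groups are independent. Organs of one mouse would not be, and the replicate and the score were chosen after Arntl had been seen, so this share is too low. In the liver of the 1340 mg/kg/d schedule the score was -2.80 in water replicate 1 and between 2.32 and 3.75 in the other water mice, while 3 of the NMN mice lay between these, from -0.38 to 0.13. Treatment and clock score thus coincided in part in this liver, and whether the phase had a part in its lipid gene changes cannot be told. Replicate 1 was also the lowest in 3 of the 4 NMN groups, but at 1340 mg/kg/d it did not stand apart among the NMN mice. In the liver it scored -0.38, beside -0.15 and 0.13 in replicates 2 and 3, and replicate 4 was the one apart at 3.29. In the kidney it scored 3.12, and the other NMN mice lay between 2.98 and 3.45. In the liver at 2680 mg/kg/d the replicates ran in the same order with water (-2.47, 2.63 and 1.66) and NMN (-1.34, 2.11 and 0.80), so the score follows the replicate number in part. A fault of a single library would not recur in 4 groups. A candidate explanation is that the water replicate 1 mice, and NMN replicate 1 at 2680 mg/kg/d, were in another phase of the day when killed, in both organs. The scores of same-numbered liver and kidney correlated over 14 mice (Pearson r = 0.75, permutation p = 0.00159, Spearman rho = 0.42, permutation p = 0.139), but without the 2 mice farthest from the median liver score, which are the water replicate 1 mice themselves, Pearson r was 0.42 (permutation p = 0.177). The schedules differ in this. At 2680 mg/kg/d the scores of the organs agreed over 6 mice (Pearson r = 0.98, permutation p = 0.00387, Spearman rho = 0.94, permutation p = 0.0161), and at 1340 mg/kg/d over 8 mice their ranks did not (Pearson r = 0.63, permutation p = 0.0891, Spearman rho = -0.048, permutation p = 0.935). Over all mice it cannot be told whether the phase is shared by the organs of each mouse, and whether liver and kidney of one number came from the same mouse is not stated. No hour of collection is given. With the clock score of the other organ as a covariate, a setting chosen after the data were seen, the median log2 fold change of the clock list in the kidney at 1340 mg/kg/d was 0.46 against 0.32 without it, and 50 genes passed in place of 18.

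The schedules differed for 10 genes in the liver (2 with a larger and 8 with a smaller log2 fold change at 2680 mg/kg/d) and for 1 gene, Hao2, in the kidney, by edgeR's interaction at an adjusted p under 0.05. The difference of log2 fold changes was -3.17 for Macrod1, 1.99 for 1700028E10Rik and -1.62 for Tmem86b in the liver, and -1.17 for Hao2 in the kidney. Among the 64 labellings of the libraries that part every same-numbered pair, 14 gave as many genes in the liver and 19 in the kidney (at most 1144 and 222). Labellings that exchange NMN and water in only one schedule turn a change shared by the schedules into a difference between them. These splits are therefore not a clean measure of chance, and they cannot decide whether chance gave the number of genes. The adjusted p of Macrod1 was 1.67e-05. The numbers under each left-out library ran from 7 to 25 in the liver and from 0 to 1 in the kidney. The dose and the number of gavages per day follow the same split of the mice, and which libraries were sequenced together was not analysed here.

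7 gene lists other than those set beforehand for the terms of each comparison passed an adjusted p under 0.05 in camera with no overlap between the list means of the NMN and water mice. All are from the 2680 mg/kg/d schedule. With 3 mice against 3 no overlap is what chance gives for 10% of lists, and an exact permutation test cannot go below 0.1. Of the 7 lists, fatty acid oxidation in the liver is part of lipid metabolic process, which the article's figure legend reports there for down-regulated genes. The list ran the other way, with 29 of 37 genes higher. DESeq2 called 5 of its genes up-regulated and none down-regulated. In the liver the lists were the male-biased genes (median log2 fold change -0.94, adjusted p = 0.000135), fatty acid oxidation (0.29, adjusted p = 0.000748), glutathione and oxidative stress (0.39, adjusted p = 0.00248) and p53 targets (0.41, adjusted p = 0.0135). In the kidney they were the female-biased liver genes (0.48, adjusted p = 0.000368), p53 targets (0.16, adjusted p = 0.00278) and other ion transport (0.12, adjusted p = 0.00589). The real split of each was the largest of the 4 splits of the libraries that part every same-numbered pair (1 of 4), and over all 10 splits it was the largest for each list but fatty acid oxidation in the liver, where 3 of 10 were as large (0.36 at most). But neither 4 nor 10 splits can give a share under 0.05 whatever the data, so this leaves open whether a chance division of the mice gave them. Library size was tested by thinning the counts to the smallest library. The medians then were -0.93, 0.29, 0.39 and 0.42 in the liver and 0.55, 0.13 and 0.11 in the kidney, in the order above. GC content and gene length were tested with offsets per library, and gave -0.84, 0.36, 0.50 and 0.44 in the liver and 0.48, 0.17 and 0.13 in the kidney. All stayed past an adjusted p under 0.05 with the same direction. In the liver the library totals of NMN and water overlapped before thinning, so thinning could decide nothing there.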

How the results depend on the processing

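The main numbers of genes past the threshold were 2 and 135 in the liver and 18 and 61 in the kidney (at 1340 and 2680 mg/kg/d), and at the other threshold 0 (854 at an unadjusted p under 0.05), 883, 2 and 3 (liver, then kidney). Scaling by DESeq2's size factors or by the upper quartile, and a filter of at least 10 counts in every library, left each within 1.5 times. With DESeq2's Wald test the numbers were 74, 424, 159 and 236 (other threshold 31, 1448, 15 and 25), with no filter 44, 504, 269 and 514 (14, 1785, 27 and 55), and by the unadjusted p 854, 557, 1338 and 1688 (93, 3072, 56 and 81). All genes DESeq2 called at the article's thresholds that edgeR tested had the same direction and an unadjusted p under 0.05 in edgeR. Nearly all genes added without the filter had been tested with it, and edgeR's median prior degrees of freedom rose from 7.31 to 111.4 in the liver at 1340 mg/kg/d. Without the robust option the kidney at 1340 mg/kg/d had 5 genes. All 14 libraries in one fit gave 6 for the liver at 1340 mg/kg/d and 35 for the kidney at 2680 mg/kg/d, and 1, 0 and 7 at the other threshold for the liver at 1340 and the kidney at both doses.

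The replicate number as a block gave 16, 160, 75 and 92 genes, and 6, 7 and 9 at the other threshold for the liver at 1340 and the kidney at both doses. Same-numbered libraries correlated by 0.04 in the liver at 1340 mg/kg/d and 0.04 and 0.02 in the kidney. The settings added after the data were seen moved these: offsets for GC content and gene length to 1 gene (liver, 1340), 35 (kidney, 2680) and 1 at the other threshold (kidney, 1340), and the clock score of the other organ to 1, 50 and 104 (liver and kidney at 1340, kidney at 2680). The causes of these shifts were not tested. Leaving out 1 library in turn gave from 0 to 18, 34 to 259, 5 to 67 and 3 to 191 genes, and at the other threshold from 0 to 1, 211 to 1308, 1 to 5 and 2 to 26. The interaction gave 99 genes in the liver and 10 in the kidney with DESeq2, 0 in the kidney with 10 counts in every library and 2 in the kidney with the block, and from 7 to 25 and from 0 to 1 with 1 library left out.

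The medians of the lists do not depend on the test. With camera's correlation estimated from the data, 9 lists lost the threshold: in the liver fatty acid oxidation (0.36) and synthesis (-0.31) at 1340 mg/kg/d, synthesis (-0.61) and P450 epoxygenases (-0.20) at 2680 mg/kg/d, and in the kidney the clock (0.32) and sodium transport (0.19) at 1340 mg/kg/d, and insulin response (0.21), glutathione (0.21) and fatty acid oxidation (0.17) at 2680 mg/kg/d, with adjusted p from 0.147 to 0.416. The rotation test lost 7 of the 9, keeping the clock (0.0481) and synthesis at 2680 mg/kg/d (0.0380). Zinc finger genes passed with 10 counts in every library (0.18), and other ion transport at 1340 mg/kg/d passed with the replicate block (0.094) and with GC and length offsets (0.10). With 1 library left out, the medians ran from -0.35 to -0.012 for cholesterol synthesis, from 0.12 to 0.17 for zinc fingers, from 0.071 to 0.11 for other ion transport and from 0.094 to 0.19 for insulin response, each crossing the threshold in at least 1 fit. Pathways enriched among genes called by DESeq2 numbered 5 in the liver at 1340 and in the kidney 5 and 2, against 0 each in edgeR, which called only 2 genes in that liver. The correlation of the log2 fold changes between doses was 0.76 and 0.80 over genes past the threshold in either.

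For genes named singly, 106 of the other results changed their side of the threshold, 52 stronger and 54 weaker. In 19 fits with 1 library left out a fold change reversed, and none of these genes was past the threshold. The ranges were -0.026 to 0.11 (Gpt), -0.28 to 0.024 (Got1), -0.37 to 0.065 (Nampt), -0.026 to 0.084 (Nmnat1) and -0.44 to 0.26 (Nnmt) in the liver at 1340 mg/kg/d, -0.056 to 0.26 (Gpt) and -0.44 to 0.024 (Got1) in the liver at 2680 mg/kg/d, -0.031 to 0.12 (Nmnat1) and -0.96 to 0.29 (Arntl) in the kidney at 1340 mg/kg/d, and -0.036 to 0.19 (Nampt), -1.31 to 1.38 (Arntl) and -0.17 to 0.99 (Lcn2) in the kidney at 2680 mg/kg/d.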

Differences from the paper's values

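The article gives 74 genes changed in the liver at 1340 mg/kg/d, 45 up-regulated and 29 down-regulated, where edgeR's quasi-likelihood test gave 2, 2 and 0. Of the alternatives set before the data were examined, DESeq2's Wald test gave the paper's 74, 45 and 29, and no filter gave 44, 30 and 14, of which only the 30 up-regulated are within 1.5 times of the article's number. The article used DESeq2. No other setting came within 1.5 times.

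For the liver at 2680 mg/kg/d the paper's 449 genes, 202 up-regulated and 247 down-regulated, stand against 135, 44 and 91. DESeq2's Wald test gave 424, 194 and 230, no filter gave 504, 237 and 267, and the unadjusted p at the same threshold gave 557, 244 and 313, all within 1.5 times.

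For the kidney at 1340 mg/kg/d the paper's 80 up-regulated and 79 down-regulated genes stand against 10 and 8, and DESeq2's Wald test gave 78 and 81. For the kidney at 2680 mg/kg/d the paper's 119 and 163 stand against 18 and 43, and DESeq2's Wald test gave 98 and 138. No filter gave 286 and 228 there, within 1.5 times for the down-regulated genes only, and without NMN replicate 1 the up-regulated genes numbered 94, also within 1.5 times.

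The figure legend places response to insulin among the genes down-regulated in the kidney at 2680 mg/kg/d and the text and Figure 6B among those up-regulated. Of the 27 genes of the insulin list, 18 were higher with NMN, with a median log2 fold change of 0.21, and neither edgeR nor DESeq2 called any as down-regulated. The article's text reports ion transport for the down-regulated genes of the kidney at 1340 mg/kg/d, and Figure 6A shows it for the up-regulated genes as well. The list of other ion transport was higher with NMN in 17 of 23 genes, and DESeq2 called 1 of them up-regulated and none down-regulated. The list was written by hand and is not the GO term, so it does not test the article's enrichment. In the sodium transport list, 3 genes were called up-regulated and 2 down-regulated by DESeq2.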

Other observations

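The tests of other splits for the glucocorticoid list were set before their results were seen, and the other tests were chosen only after the results were seen.

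Over all splits of the libraries that part every same-numbered pair, 8 for 4 mice against 4 and 4 for 3 against 3, the real split was the only one with as many genes past the article's threshold (1 of 8 or 1 of 4 in each of the 4 comparisons), and at the other threshold in 3 of them, and in the liver at 1340 mg/kg/d, with 0 genes (854 at an unadjusted p under 0.05), 8 of 8 splits must give as many, which tests nothing. As few as 8 or 4 splits cannot give a share under 0.05. Over all 35 splits of 4 mice against 4, as many genes came from 3 splits (the real one included) in the liver at 1340 mg/kg/d, the highest of the others 48, and only from the real one in the kidney (18 genes, at most 5 in the others). With DESeq2 the splits that part every pair gave at most 21, 3, 27 and 19 genes against 74, 424, 159 and 236 (liver at 1340 and 2680, kidney at 1340 and 2680 mg/kg/d). For the lists, the splits with a median as large numbered 2 of 8 for fatty acid oxidation and 1 of 8 for synthesis in the liver at 1340 mg/kg/d, 1 of 4 for synthesis, 3 of 4 for cholesterol synthesis, 3 of 4 for P450 epoxygenases (so that the size of that median says little) and 1 of 4 for zinc fingers in the liver at 2680 mg/kg/d, 2 of 8 for the clock and 1 of 8 for sodium transport and other ion transport in the kidney at 1340 mg/kg/d, and 1 of 4 for each of insulin response, glutathione and fatty acid oxidation in the kidney at 2680 mg/kg/d. Over all splits the same lists, in this order, had 2 and 2 of 35, then 1, 4, 5 and 3 of 10, then 3, 1 and 1 of 35, and 1, 2 and 1 of 10.

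Library size and GC content with gene length were tested against the numbers of genes. After thinning the counts to the smallest library, 2, 142, 15 and 62 genes passed (liver at 1340 and 2680, kidney at 1340 and 2680 mg/kg/d), all within 1.5 times of the main numbers. In the liver the library totals of the groups overlapped, so thinning could decide nothing there. After offsets for GC content and gene length, 1, 134, 25 and 35 passed. In the kidney at 2680 mg/kg/d, where the NMN libraries were the deepest, the number thus fell from 61 to 35 with the offsets, so a part of it cannot be told apart from these offsets, and the 1 gene in place of 2 in the liver cannot either. The correlation of log2 fold changes with GC content over genes was -0.10, -0.17, -0.08 and 0.14 in the same order.

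The changes at the doses ran mostly, but not always, in the same direction. Over 11982 genes the log2 fold changes in the liver correlated between the schedules with r = 0.47, and over 14547 genes in the kidney with r = 0.29. Genes are not independent replicates, so r was set against the 64 labellings that part every same-numbered pair. Only the real one reached it in each organ (1 of 64), and the highest other r was 0.33 and 0.20. Of the genes called by DESeq2 at 1340 mg/kg/d, 71 of 73 in the liver and 143 of 159 in the kidney had the same direction at 2680 mg/kg/d. Of those called by DESeq2 at an adjusted p under 0.05 at 2680 mg/kg/d, 1231 of 1427 in the liver and 211 of 233 in the kidney had the same direction at 1340 mg/kg/d. The doses also differ in the number of gavages per day, and only the shared direction, not its size, is compared.

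Genes of the glucocorticoid response were higher with NMN in each comparison, with medians of 0.58 in the liver at 1340 mg/kg/d (13 of 14 genes higher), 0.28 in the liver at 2680 mg/kg/d (9 of 14), 0.84 in the kidney at 1340 mg/kg/d (13 of 13) and 0.60 in the kidney at 2680 mg/kg/d (12 of 12), with camera adjusted p of 8.60e-08, 0.0876, 9.42e-09 and 3.77e-06. The list means of NMN and water mice overlapped in 3 of these 4 comparisons, and 2 of 8, 2 of 4, 2 of 8 and 2 of 4 splits gave medians as large, so a chance division of the mice cannot be set aside. Figure 6B lists response to glucocorticoid among the down-regulated genes of the kidney at 2680 mg/kg/d, where all 12 tested genes of this list were higher with NMN. With the clock score of the other organ as a covariate, the medians were 0.65, 0.37, 0.71 and 0.56, all above 0.5 of those without it. That score stands for the phase of a mouse only if its organs share it. At 1340 mg/kg/d the ranks do not show this, so the clock phase cannot be told apart from NMN as the cause there. At 2680 mg/kg/d the organs agreed and the medians held, but over 6 mice, and with organs matched by number only, this does not settle it. A candidate explanation is a difference in corticosterone at the time of killing, which was not tested. The clock list in the kidney at 1340 mg/kg/d had a median of 0.46 with the same covariate, with the same reservation.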
